A study of Homo sapiens with 4 samples.

How the data were processed

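RNA-seq was performed on RPE1 cells in 4 conditions, control or SAF-A siRNA at 24 h or 48 h after transfection, with 1 library each. Total RNA was depleted of ribosomal RNA, and libraries were read as 50-base single-end reads on an Illumina HiSeq2500, per the labels' protocols. The labels name the siRNA and time of each library and state that each condition was done once.

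Each library had a gene table and a transcript file in the format of Cufflinks, with FPKM values (fragments mapped to a transcript, scaled by its length and by the number of mapped reads) computed by the authors, the lower and upper 95% bounds and a status, per the file headers. The aligner, its version, the genome build, the counting of reads that map to several places and the use of strand are not stated in the labels or headers. The values were used as deposited. Libraries prepared without strand information cannot separate a gene from one on the opposite strand, and the deposited files do not say how such reads were counted. Coordinates matched GRCh37 (hg19): 89.0% of the 439416 exons in the files were identical to an exon of GENCODE release 44 mapped to GRCh37. In the transcript files the authors also deposited a coverage value per transcript (a measure of another unit than FPKM), from which only the depth was derived.

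Each of the 47338 rows of a gene table is a RefSeq transcript accession treated as its own gene. Rows were joined to gene symbols through a RefSeq table of assembly GRCh38.p14, used for names only, and 97.1% of rows matched. FPKM and interval bounds were summed over the rows of a symbol, which gave 25027 symbols or unmatched identifiers. Summed bounds are wider than an interval for the sum would be. Because of this structure the gene-level value and the sum of transcript FPKM, planned as alternatives to each other, are the same quantity and differed by at most 0.000493%. Spliced length is that of the longest transcript.

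Coverage divided by FPKM was constant within a library, which gives the number of mapped reads used by the authors: 28083822, 30701282, 28586051 and 1216740 for control 24 h, SAF-A 24 h, control 48 h and SAF-A 48 h. Estimated reads per gene were FPKM multiplied by the effective length and that number, with a fragment length of 200 ± 80 nt, the default of Cufflinks for single-end reads. Of single-isoform transcripts of at least 300 nt with few reads, 70.8% to 83.8% came out as whole reads. The reads carry no molecular identifiers, so intervals cover counting error only. Estimated reads served for describing depth and for thinning, and no count model was fitted.

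With 1 library per group no test is possible within a time point or within an siRNA. No model that pools the libraries, with additive effects of siRNA and time, was fitted. Changes are differences in log2(FPKM + 1) among 11631 genes with a mean of at least 1 FPKM over the 4 libraries, and changed means at least 2-fold. Isoform usage was compared in genes with several transcripts and at least 5 FPKM in both libraries, where the measure is the sum of absolute differences in transcript share divided by 2, and 0.3 or more counts as shifted. A gene list is described by its median and by the percentile of that median among 10000 random lists, or fewer under the alternatives below. Random lists had the same size and were matched on deciles of mean expression. The gene lists were interferon response, p53 targets, mitotic cell cycle, replication-dependent histones, the HNRNP family with relatives of SAF-A, nuclear long noncoding RNAs and X-linked genes. Older symbols were matched through synonyms. Named genes are HNRNPU and list members where needed, the 5 that rose and 5 that fell most by the smaller of their log2 changes at 24 h and 48 h, and by the same rule the 3 that rose and 3 that fell most with time under both siRNAs. They needed a mean of at least 5 FPKM, a spliced length of at least 300 nt, status OK in every library, at least 2-fold change the same way in both comparisons and deposited intervals that did not overlap. Identifiers without a symbol were skipped, and only 4 genes fell by this rule under SAF-A siRNA.

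The comparisons, lists, naming rule and most alternatives were fixed before the data were examined. The alternatives were a pseudocount of 0.1, no filter on low FPKM, a mean of at least 5 FPKM, centring on the median log2 change of genes with a mean of at least 5 FPKM, rescaling to TPM, a spliced length of at least 300 nt, intervals that must not overlap, a 1.5-fold threshold, Pearson's correlation, and for isoforms at least 20 FPKM, a share difference of at least 0.5 or transcripts of at least 300 nt. After the data were seen, 2 combinations were added: a length of at least 300 nt with libraries thinned at random to the depth of the SAF-A 48 h library (20 draws), and a length of at least 300 nt with intervals that must not overlap.

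Sequences of 7 bases (7-mers) were scanned in the 3′ UTRs of 7280 genes with a mean of at least 5 FPKM and a 3′ UTR of at least 50 nt, HNRNPU left out. The UTR is that of the GENCODE canonical transcript. Log2 changes were adjusted for UTR length, GC content and mean expression and limited to ±2, and a 7-mer's score is the sum over genes that carry it divided by the SD and the square root of their number. Scores were compared with those of 100 scans with shuffled log2 changes. The counting of changed genes was tested on simulated data, Poisson counts of 11050 genes at the real depths with 200 genes changed 4-fold. For SAF-A against control siRNA at 24 h 93.0% of the changed genes were recovered and 0 unchanged genes passed 2-fold. For the 48 h comparison 93.0% were recovered and 148 unchanged genes passed 2-fold. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.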

Results

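RNA was sequenced from RPE1 cells, a human retinal pigment epithelial line immortalised with telomerase, after transfection with an siRNA against SAF-A or with a negative control siRNA. SAF-A (scaffold attachment factor A, gene HNRNPU) is an abundant nuclear protein that binds RNA and chromatin. Cells were collected at 24 h and at 48 h after transfection with 10 nM siRNA, which gave 4 groups with 1 library each. No group had a replicate, so no difference below has a replicate check, no p-value is given, and each statement describes these 4 libraries. The number of mapped reads that the deposited FPKM values imply was 28083822 for control siRNA at 24 h, 30701282 for SAF-A siRNA at 24 h, 28586051 for control siRNA at 48 h and 1216740 for SAF-A siRNA at 48 h. For a transcript of 2 kb, 1 FPKM corresponded to about 2.19 reads in the last library and to 50.5 to 55.3 reads in the others. Comparisons that use the SAF-A 48 h library therefore carry a larger counting error. Deposited 95% intervals cover the error of estimating abundance within a library and not the variation between cultures.

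The siRNA against SAF-A had the sense sequence CCTGGGAATCGTGGCGGATATAATA, written as DNA. Its only perfect match on chromosome 1 of GRCh37 lay on the minus strand at positions 245018884 to 245018908, inside the coding part of exon 12 of 14 of HNRNPU (exon at 245018726 to 245018910). Both deposited HNRNPU transcripts, NM_031844 and NM_004501, contained the site.

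HNRNPU (chromosome 1, 245013602 to 245027827, minus strand) was examined first, since it shows whether the labels match the libraries. At 24 h its level was 91.2 FPKM with control siRNA (95% interval 86.8 to 95.7) and 10.4 FPKM with SAF-A siRNA (9.55 to 11.3), which is 11.4% of control. At 48 h it was 84.6 FPKM with control siRNA (80.4 to 88.7) and 9.24 FPKM with SAF-A siRNA (7.03 to 11.7), which is 10.9% of control. The 48 h value under SAF-A siRNA rested on about 74 estimated reads, against 2116 at 24 h. With the most extreme combination of the interval bounds the level lay between 9.98% and 13.0% of control at 24 h and between 7.92% and 14.5% at 48 h, so the 2 time points could not be distinguished. HNRNPU was low in both libraries labelled SAF-A and in neither control library. Among the alternatives, rescaling to TPM moved the level most, to 10.06% at 24 h, within those bounds.

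**Figure D1:**
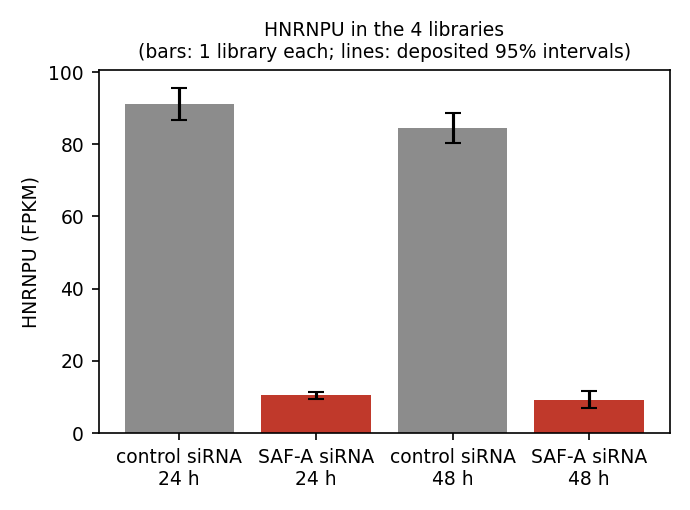
Bars give HNRNPU in FPKM for the 4 libraries (grey, control siRNA; red, SAF-A siRNA), 1 library per bar, and lines give the deposited 95% intervals. Both SAF-A libraries sit near 10 FPKM and both control libraries above 80 FPKM.

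The next comparison asked which genes differed between SAF-A and control siRNA at each time point. Of 11631 genes with a mean of at least 1 FPKM over the 4 libraries, 213 were at least 2-fold higher and 145 at least 2-fold lower at 24 h on the log2(FPKM + 1) scale, a scale that understates the change of genes with low FPKM. The result depended most on transcript length. Among the 11053 genes with a spliced length of at least 300 nt, 43 were higher and 27 lower, so 170 of the higher and 118 of the lower genes were among the 578 tested RNAs under 300 nt. These were mostly miRNA precursors and small nucleolar RNAs, and their FPKM is a ratio to a very small effective length. At 48 h 1655 genes were higher and 2342 lower, and 1581 and 2040 of these were 300 nt or longer. The share of tested genes of at least 300 nt that changed was 0.633% at 24 h and 32.8% at 48 h. The log2 changes of the 7710 genes of at least 300 nt with a mean of at least 5 FPKM had an SD across genes of 0.24 at 24 h and 1.08 at 48 h. When both libraries of the 24 h pair were thinned to the depth of the SAF-A 48 h library, the median over 20 draws was 245.0 higher and 291.5 lower genes of at least 300 nt, so lower depth raised the 24 h counts but left them below the 48 h counts, which became 1706.0 and 2058.0 when the control library was thinned too. Requiring that the deposited 95% intervals not overlap left 42 higher and 26 lower genes of at least 300 nt at 24 h, and 1420 and 1833 at 48 h. The median log2 change of all tested genes was -0.06 at 24 h and -0.12 at 48 h. Rescaling to TPM moved it to -0.22 at 24 h, because RNAs under 300 nt made up 50.9% to 63.8% of the summed FPKM of a library, and to -0.15 at 48 h.

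**Figure D2:**
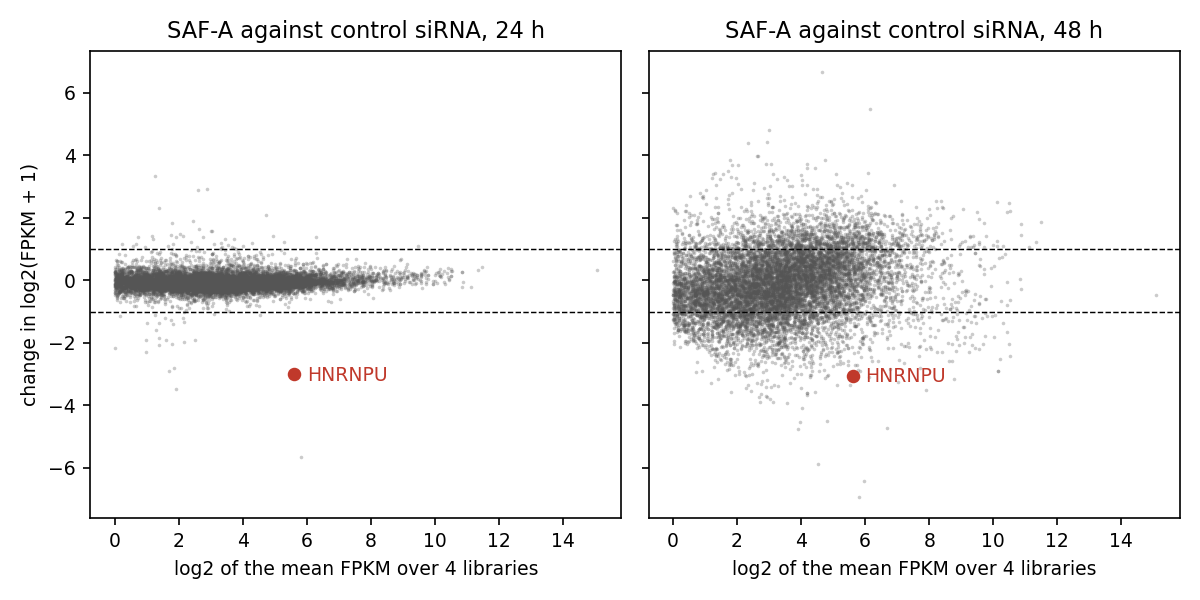
Each point is a gene of at least 300 nt, with the log2 of its mean FPKM over the 4 libraries on the horizontal axis and the change in log2(FPKM + 1), SAF-A against control siRNA, on the vertical axis, for 24 h (left) and 48 h (right). Dashed lines mark 2-fold, and HNRNPU (red) lies at -3.01 at 24 h and at -3.06 at 48 h, while the scatter of the other genes is wider at 48 h.

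Change with time was compared within each siRNA. In the control libraries 366 genes differed by at least 2-fold between 48 h and 24 h, of which 109 were 300 nt or longer. In the SAF-A libraries 3823 genes differed, of which 3486 were 300 nt or longer. Both comparisons that include the SAF-A 48 h library thus gave over 3000 genes of at least 300 nt, and both that do not gave 109 or fewer. In the comparison of the SAF-A libraries 45.9% of the changed genes were higher at 48 h, and 59.6% after rescaling to TPM. By a rule fixed in advance, the genes that rose most from 24 h to 48 h under both siRNAs were ABCA1 (chromosome 9, 107543284 to 107690527), BMF (chromosome 15, 40380091 to 40401085) and SPNS2 (chromosome 17, 4402129 to 4443228). ABCA1 went from 1.49 to 8.89 FPKM with control siRNA and from 1.16 to 16.2 FPKM with SAF-A siRNA. Those that fell most were HAS2 (chromosome 8, 122625271 to 122653630), ID3 (chromosome 1, 23884421 to 23886285) and UHMK1 (chromosome 1, 162466964 to 162499419). HAS2 went from 9.37 to 1.33 FPKM with control siRNA and from 10.1 to 1.07 FPKM with SAF-A siRNA, where about 4 reads were left at 48 h. The log2 changes of the 6 genes lay between 1.62 and 2.99 for those that rose and between -3.09 and -1.62 for those that fell.

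The 2 time points have separate control libraries, so agreement between them is not forced by a shared library. In total, 46 genes were at least 2-fold higher at both time points, 62 were lower at both and 79 changed in opposite ways. Among genes of at least 300 nt these numbers were 22, 17 and 11. Of the 43 genes of at least 300 nt that were higher at 24 h, 34 had a positive log2 change at 48 h. Of the 27 that were lower, 20 had a negative one. Across genes, which are not independent replicates, the log2 changes at 24 h and 48 h had a Spearman correlation of 0.312, and Pearson's correlation, the alternative that moved it most, was 0.061. As a level to compare with, the 4 libraries can be paired in other ways. The siRNA pairing separated 77 genes by at least 2-fold, the pairing by time 61 and the crossed pairing, in which neither siRNA nor time is shared, 51. For genes of at least 300 nt the numbers were 25, 27 and 4.

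Of the genes changed the same way at both time points, 13 that rose and 4 that fell met the rule for naming, which required a mean of at least 5 FPKM, a spliced length of at least 300 nt and deposited intervals that did not overlap at either time point. The 5 that rose most were TMEM87B (chromosome 2, 112812800 to 112876895), MAPK6 (chromosome 15, 52311411 to 52358462), ACLY (chromosome 17, 40023179 to 40075272), PLEKHA1 (chromosome 10, 124134094 to 124191871) and NEK7 (chromosome 1, 198126108 to 198291548). TMEM87B was at 1.94 FPKM with control and 7.82 FPKM with SAF-A siRNA at 24 h, and at 1.75 and 21.3 FPKM at 48 h. NEK7 was at 33.4 FPKM with control and 79.0 FPKM with SAF-A siRNA at 24 h, and at 4.83 and 39.1 FPKM at 48 h, so that it fell with time under both siRNAs. The log2 changes of these 5 genes lay between 1.22 and 1.58 at 24 h and between 1.23 and 3.02 at 48 h. Besides HNRNPU, the genes that fell were RPL21P28 (chromosome 13, 27825693 to 27830699), PCNA-AS1 (chromosome 20, 5100232 to 5100615) and TXNIP (chromosome 1, 145438438 to 145442628). TXNIP was at 9.67 FPKM with control and 4.04 FPKM with SAF-A siRNA at 24 h, and at 17.5 and 2.99 FPKM at 48 h, the last from about 10 reads. RPL21P28 is a transcribed pseudogene of a ribosomal protein gene and may share reads with its copies. PCNA-AS1 is an antisense RNA, and whether its reads were assigned by strand is not stated. The values of both are therefore uncertain. At 48 h with SAF-A siRNA RPL21P28 was at 0.389 FPKM (upper bound 4.98), less than 1 estimated read, and PCNA-AS1 was listed at 0 (upper bound 9.12).

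Gene lists fixed before the data were examined were compared with 10000 random lists of the same size matched on mean expression, as a description of these libraries. The 28 tested p53 targets had a median log2 change of 0.03 at 24 h, at percentile 97.0 of the random lists. Among genes of at least 300 nt the percentile was 98.55, outside the central 95%, from fewer random lists than 10000. At 48 h the median was 0.77, at percentile 99.91, with 21 of 28 higher. Rescaling to TPM changed the sign of the 24 h median, to -0.13. In the control libraries the list changed by 0.16 from 24 h to 48 h (percentile 98.92). The 38 mitotic cell cycle genes had a median of -0.11 at 24 h (percentile 5.16) and of -1.11 at 48 h, below all random lists, with 35 of 38 lower. In the control libraries they changed by -0.10 from 24 h to 48 h (percentile 0.31). The 44 tested replication-dependent histone genes had a median of 0.17 at 24 h (percentile 99.9) with 39 higher, and of -2.08 at 48 h with 43 lower, below all random lists. In the control libraries they changed by -0.24 from 24 h to 48 h, with 40 lower, also below all random lists. Rescaling to TPM changed the sign of their SAF-A siRNA median at 24 h, to -0.02. Histone genes are close copies of one another, so reads can be assigned between them. The 27 members of the HNRNP family and relatives of SAF-A, HNRNPU not included, had a median of -0.17 at 24 h (percentile 0.14) and of -0.70 at 48 h (percentile 0.34). In the control libraries they changed by -0.03 with time (percentile 10.02).

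The 26 tested interferon response genes had a median of -0.10 at 24 h (percentile 26.33) and of 0.16 at 48 h (percentile 96.77), both within the central 95% of the random lists. In the control libraries the same list was higher at 48 h than at 24 h by a median of 0.38, above all random lists. Of the RNAs listed as nuclear long noncoding RNAs 12 were tested, several of which are known partners of SAF-A. Their median was 0.04 at 24 h (percentile 91.5) and -0.47 at 48 h (percentile 16.54), both within the central 95%. Where each of them lies in the cell was not tested. At 48 h 8 members were lower and 4 higher. The lower included MALAT1 (-0.88), NEAT1 (-1.30) and FTX (-1.21), and the higher included NORAD (0.34) and GAS5 (0.20). Rescaling to TPM changed the sign of the 24 h median, to -0.12. Among them XIST (chromosome X, 73040486 to 73072588) was at 4.05 FPKM with control and 3.80 FPKM with SAF-A siRNA at 24 h, and at 4.19 and 1.35 FPKM at 48 h, the last from about 31.4 reads. The 376 tested X-linked genes had a median of -0.03 at 24 h (percentile 99.98), above the central 95% of the random lists, which ran from -0.09 to -0.05, and of -0.19 at 48 h (percentile 29.85). Between the control libraries they changed with time by a median of 0.08 (percentile 99.95). Both this change and the 24 h change subtract the same control 24 h library, which alone can shift both the same way against the random lists, so they are not independent. Centring on the median of genes with a mean of at least 5 FPKM changed the sign of the X-linked median at 24 h, to 0.04.

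**Figure D3:**
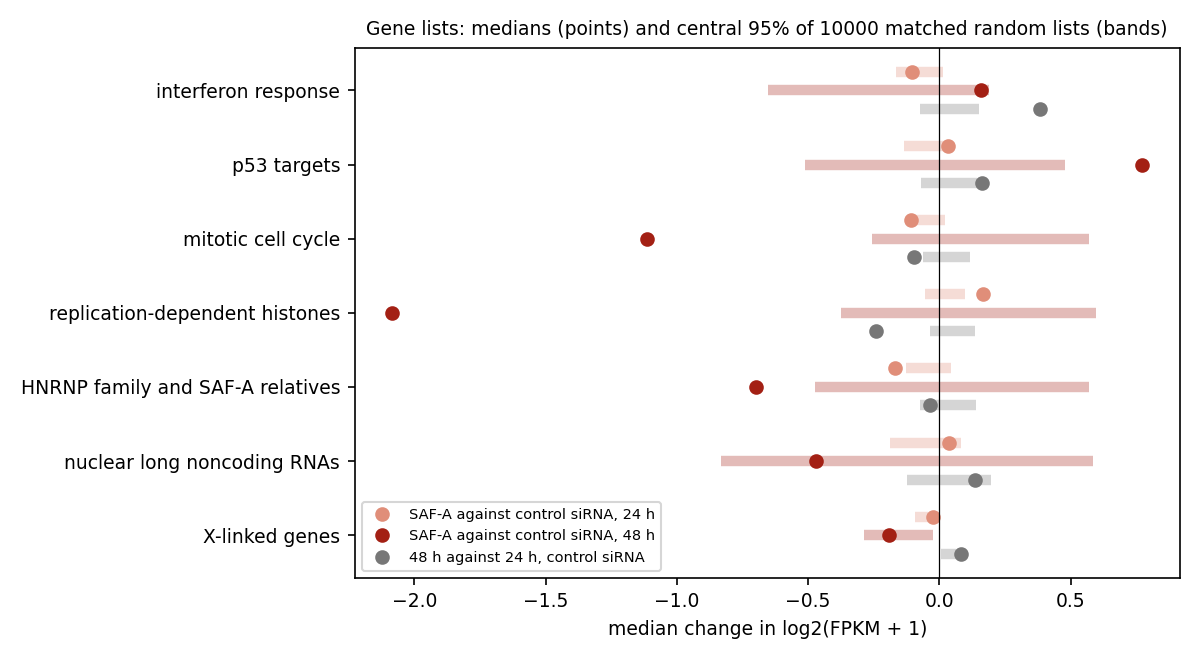
Points give the median change in log2(FPKM + 1) of each gene list (horizontal axis) for SAF-A against control siRNA at 24 h (light red) and 48 h (dark red) and for 48 h against 24 h with control siRNA (grey), and bands give the central 95% of 10000 matched random lists. At 48 h the p53 targets lie above their band at 0.77, and the mitotic genes at -1.11, the histone genes at -2.08 and the HNRNP list at -0.70 lie below theirs.

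Isoform usage was compared among genes with several transcripts and at least 5 FPKM in both libraries, counting a gene as shifted when the summed difference in transcript share reached 0.3 of the gene's total. Between SAF-A and control siRNA 342 of 3711 genes were shifted at 24 h, which is 9.22%. Between the control libraries 360 of 3745 genes were shifted with time, which is 9.61%, so the siRNA made no larger difference at 24 h than time did. At 48 h 1294 of 3356 genes were shifted between the siRNAs (38.6%), and 1277 of 3323 between the SAF-A libraries with time (38.4%). Both of the latter include the library of 1216740 reads, in which the shares of a gene's transcripts rest on few reads. A minimum of 20 FPKM moved the 24 h count most, to 65 genes.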

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

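The tests on proliferation, on RNAs without a poly(A) tail and on the direction of changes at both time points were chosen after the results were seen, and the tests of depth and of GC content with transcript length were chosen before theirs. The differences between time points described here were not tested, since each rests on 1 library per condition.

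The replication-dependent histone genes moved in opposite directions at the time points, with a median log2 change of 0.166 at 24 h and -2.084 at 48 h. They also fell with time in the control libraries, by a median log2 change of -0.242, below all random lists. The rise at 24 h was gone (-0.002, percentile 17.21) after a trend of the log2 change with GC content and transcript length was removed, so a technical trend is a candidate explanation for it. The mitotic cell cycle list showed no rise at 24 h, with a median of -0.107 and with 8 members higher and 30 lower. This median, at percentile 5.16, lay inside the range of -0.119 to 0.021 that held most random lists. The list therefore does not decide whether a change in proliferation explains the histone rise. The fall at 48 h stayed at -2.029 after the same correction, below all random lists. Lower depth alone moved the median by 0.001 when the control 48 h library was thinned and compared with itself. Thinning keeps the expected FPKM of a gene, so this covers counting error only. For a general loss of RNAs made without a poly(A) tail from the SAF-A 48 h library, short RNAs gave mixed values. Small nucleolar RNAs of 100 to 300 nt had a median of 0.546, with 69 higher and 37 lower. The other RNAs of that size had a median of 0.0, with 25 higher and 41 lower. Of all tested RNAs under 300 nt, 302 were at least 2-fold lower and 74 higher, though their FPKM is uncertain. RPPH1, RMRP, TERC and SCARNA2 had a median of -0.573. This is a smaller fall than that of the histones, which goes against such a loss as the whole cause. Of these 4 RNAs 3 fell at 48 h against control, by log2 changes of -0.47 (RPPH1), -1.34 (TERC) and -0.67 (SCARNA2), and all 4 were lower at 48 h than at 24 h under SAF-A siRNA (median -0.761). A loss of such RNAs that explains part of the fall therefore stays open. Only these 4 of the 7 RNAs chosen for this test were expressed above the minimum. The mitotic cell cycle list fell as well, with a median of -1.113, so fewer dividing cells at 48 h under SAF-A siRNA may explain the fall. Whether such a change follows from the loss of SAF-A, from this siRNA or from the state of the single culture was not tested.

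A set of 79 genes changed by at least 2-fold in opposite directions at 24 h and 48 h. Of these, 68 were RNAs under 300 nt. In that class 69 genes changed the same way at both time points, about as many as in opposite ways. Random differences would give equal numbers only if rises and falls were equally common. In this class 170 rose and 118 fell at 24 h, and 74 rose and 302 fell at 48 h. The equal numbers therefore do not decide, and random differences stay open. Among genes of at least 300 nt, 39 changed the same way and 11 in opposite ways, so random differences alone are argued against for the class as a whole. For the 11 genes no biological explanation was tested. Random differences stay open for them, as does the low depth of the SAF-A 48 h library for single genes.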

How the results depend on the processing

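The alternatives with thinned libraries, and with a length of at least 300 nt combined with intervals that must not overlap, were chosen after the data were seen. HNRNPU stayed between 10.06% and 11.94% of control under all its alternatives. Across alternatives 58 gene counts stayed within 1.5 times the reported count and 32 did not.

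A spliced length of at least 300 nt removes short RNAs by construction. It gave 43 higher and 27 lower genes at 24 h, 109 changed genes between the control libraries, and 22 higher, 17 lower and 11 opposite genes across time points. Intervals that must not overlap gave 80 and 31 at 24 h, 123 between the control libraries, and 29 higher, 16 lower and 11 opposite. With both conditions these were 42 and 26, 106, and 19, 15 and 6. A 1.5-fold threshold, which is looser by construction, gave 410 higher and 264 lower genes at 24 h, 2869 and 3778 at 48 h, 890 between the control libraries, 6523 between the SAF-A libraries, and 169 higher, 159 lower and 127 opposite. Thinning with a length of at least 300 nt gave 245.0 higher and 291.5 lower genes at 24 h and 610.0 between the control libraries. Across time points it gave 76.5 higher, 94.0 lower and 82.0 opposite genes, against 22, 17 and 11 at full depth. These counts rose since fewer reads add scatter. A pseudocount of 0.1 gave 75 genes higher at both time points, and the cause was not tested. The excess at 48 h over 24 h held under each of these alternatives.

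The Spearman correlation between time points of 0.312 was 0.255 without a filter and 0.345 for at least 300 nt. Pearson's correlation was 0.061. The cause was not tested.

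Lists moved as follows, and the cause was not tested unless given. Without a filter the interferon median at 24 h was -0.056 and the X-linked medians were -0.001 at 24 h and -0.005 at 48 h, and the interferon median at 48 h changed sign from 0.159 to -0.017. With a mean of at least 5 FPKM the X-linked median at 48 h was 0.039, a change of sign from -0.192. Centring, which adds 0.06 to each change at 24 h, gave -0.042 for interferon, 0.228 for histones and 0.036 for X-linked genes at 24 h, the last a change of sign. Rescaling to TPM lowers all changes at 24 h by a similar amount. It gave -0.242 for interferon, -0.130 for p53 targets (from 0.032), -0.286 for mitotic genes, -0.016 for histones (from 0.166), -0.350 for the HNRNP list, -0.115 for nuclear noncoding RNAs (from 0.036) and -0.191 for X-linked genes. The p53, histone and nuclear noncoding RNA medians thereby changed sign. Relative to random lists under the same scaling, the histone list at 24 h stayed at percentile 99.8 and the X-linked list at 99.7 with TPM. The p53 list at 24 h went from percentile 97.0 past the central 95%, to 97.6 with TPM, 97.95 without a filter and 98.55 for at least 300 nt. No other list crossed the edge of the central 95% under an alternative. The other 70 list values stayed within their bootstrap ranges.

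Shifted isoform usage depended on both thresholds, which are stricter by construction. At least 20 FPKM gave 65 genes at 24 h, 422 at 48 h, 66 between the control libraries and 430 between the SAF-A libraries. A share difference of at least 0.5 gave 115, 732, 119 and 726. Among the named genes, 11 of 84 log2 values left the range set by the deposited bounds and none changed sign.

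Depth limits every comparison with the SAF-A 48 h library. Simulated counts at the real depths put 148 unchanged genes past 2-fold at 48 h and 0 at 24 h. Pairing the libraries by time point gives 1 difference per gene and time point, and that at 48 h rests on the SAF-A 48 h library. No paired test was run.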

Other observations

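Tests chosen after their results were seen were those of depth, amplification and a wrong label for the excess of changed genes at 48 h, of small nucleolar RNAs, of the pairings split by gene length, and of the interferon list at each time point alone. The other tests were chosen before theirs.

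Genes higher under SAF-A siRNA at 24 h were enriched for one sequence in their 3′ UTR. In a scan of all 7-mers TACATTT had the highest score at 24 h (12.01, against at most 5.25 in 100 shuffled scans), and ACATTTA, which overlaps it by 6 bases, was next (11.91). Of the 21 scanned genes at least 2-fold higher at 24 h, 15 carried TACATTT, as did 26.2% of all 7280 scanned genes. Of the 1246 scanned genes at least 2-fold higher at 48 h, 318 carried it, which is no enrichment. In the 48 h comparison, which shares no library with that at 24 h, TACATTT again had the highest score (6.65, against at most 4.57), although the unadjusted medians of genes with and without it differed by only 0.001. Between the control libraries it had the lowest score of all 7-mers for 48 h against 24 h (-9.07). Between the SAF-A libraries it ranked 2280 of 15899 from the highest. Without the adjustment, genes with TACATTT differed from the others in their change with time by a median of -0.076 between the control libraries and of -0.195 between the SAF-A libraries, which goes against a fall limited to the controls, so the pattern with time rests on the adjustment for UTR length, GC content and expression. The comparison between the control libraries shares the control 24 h library with the first and the control 48 h library with the second. The shared 24 h library would by chance give the same sign as at 24 h, and the sign was opposite, while the shared 48 h library would by chance give the sign seen. A candidate explanation is that the negative control siRNA lowered transcripts matching its own seed, so that some genes that look raised by SAF-A siRNA were lowered in the controls. Of the 5 named genes that rose, TMEM87B, ACLY, PLEKHA1 and NEK7 carry the sequence and MAPK6 does not. The sequence of the control siRNA was not used here, and a small RNA of the cells with the same seed stays open.

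The matching question for the SAF-A siRNA stayed open. Genes with a match to positions 2 to 8 of its guide strand (ATATAAT) had a median log2 change that differed from that of the other genes by 0.004 at 24 h and by -0.277 at 48 h. Among the 35 7-mers of the same base composition these shifts ranked 2 and 1 from the lowest. The planned test for seed off-targets needed a lower median at both time points, which was not met at 24 h. After adjustment for UTR length, GC content and expression, ATATAAT scored -4.21 at 24 h, rank 2 from the lowest of 15899 7-mers, and -2.38 at 48 h, rank 49 from the lowest, which goes towards an effect of the seed. Both scores lay inside the range of the shuffled scans. The 7-mer with the lowest score of the scan was GGATATA at 24 h (-5.33, against at least -4.55 in shuffled scans) and at 48 h (-4.53, against at least -4.30). It matches positions 4 to 10 of the guide, a relation noticed after the scan. Off-target effects of the guide are therefore possible and cannot be told apart from effects of losing SAF-A with a single siRNA.

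The SAF-A 48 h library differed from each of the others by over 3000 genes of at least 300 nt where it was compared, and several technical explanations were tested. Lower depth gave 536.5 changed genes when the 24 h pair was thinned to that depth and 610.0 when the control pair was, against 3621. Amplification of few molecules would give one ratio of variance to expected reads for all genes, and the ratio was 240.0 for genes with 300 to 1000 expected reads and 4.14 for those with 5 to 10, while the scatter on the log2 scale was 1.12 and 1.29. Removing a trend with GC content and transcript length gave 3139 changed genes in place of 3232, and 2857 genes changed the same way before and after. The 10 genes with most reads took 7.83% of the reads, against 7.71% to 9.32% in the other libraries. A wrong label is argued against by HNRNPU at 10.9% of control and by the scores of TACATTT and GGATATA, which kept their signs. What stays open is a difference in the culture, RNA quality or library preparation of this single sample, for which no value decides: 83.1% of its mapped reads fell in annotated transcripts, against 70.2% to 72.4% in the others. The biological explanation that the design gives, a longer loss of SAF-A, is confounded with that sample.

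The rise of p53 targets and the fall of mitotic genes at 48 h were examined in the same way. After the trend with GC content and transcript length was removed, the p53 list stayed at percentile 99.88 and the mitotic list below all random lists. The control 48 h library was thinned and compared with itself at full depth. This gave medians of -0.011 for the p53 list and 0.0 for the mitotic list, against 0.77 and -1.11 under SAF-A siRNA. Thinning keeps the expected FPKM of a gene, so small medians were largely set by construction. The comparison covers the counting error of lower depth and not a difference in library preparation. The planned comparison of the thinned library with the control 24 h library gave 0.129 and -0.099, close to the change with time at full depth of 0.164 and -0.095. Fewer dividing cells with an active p53 response is a hypothesis for this pattern, and as above it rests on 1 library. The p53 targets went both ways at 48 h, 21 higher and 7 lower. CDKN1A (0.91) and BAX (1.47) were among the higher. MDM2 (-0.34), PPM1D (-0.35) and ZMAT3 (-1.06) were among the lower, and MDM2 was also lower at 24 h (-0.51). These lower members go against a response of all targets.

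Explanations for the genes changed under SAF-A siRNA in general gave mixed results. An innate response stronger under SAF-A siRNA was not seen at 24 h. The interferon list lay at percentile 26.33, within the central 95% of the random lists, with 7 members higher and 19 lower. With a mean of at least 5 FPKM its percentile was 68.42, so a small response stays open. At 48 h such a response stayed undecided. The list lay at percentile 96.77, near the top of the central 95%, and its members went both ways, 14 higher and 12 lower. A change in proliferation stayed undecided, with the mitotic list at percentile 5.16 at 24 h and below all random lists at 48 h. The correlation across genes with genomic span was -0.022 at 24 h and 0.128 at 48 h, and 0.067 between the control libraries. With the number of tested genes within 1 Mb it was -0.106 at 24 h, 0.013 at 48 h and -0.013 between the control libraries. Neither trend had one sign at both time points. The siRNA pairing of the libraries separated 77 genes, against 61 and 51 for the other pairings, which met the planned criterion of a larger number than both. The margin was judged, after the counts were seen, too small to exclude scatter between single libraries. Split by length, 25 genes of at least 300 nt were separated by siRNA and 4 by the crossed pairing, more than scatter like that of the crossed pairing would give. Under 300 nt it was 52 genes against 47, a number that scatter could give. The pairing by time separated 27 genes of at least 300 nt, more than the siRNA pairing, so the planned criterion was not met for that class. It separated 34 genes under 300 nt, fewer than the siRNA pairing.

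Small nucleolar RNAs of 100 to 300 nt were higher under SAF-A siRNA at 24 h by a median of 0.77, with 95 of 115 higher, and by 0.55 at 48 h, with 69 higher and 37 lower. The 86 other RNAs of that size had a median of 0.36 at 24 h, with 46 higher and 30 lower, and of 0.0 at 48 h, with 25 higher and 41 lower, so at 48 h the small nucleolar RNAs rose without them. A larger share of short fragments in the SAF-A 24 h library may explain part of the rise at 24 h and cannot be told apart there from a change of these RNAs, since in that library the other RNAs rose by less but did rise.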
